A study of Homo sapiens with 12 samples. Its data were reported in "Citrullination of pyruvate kinase M2 by PADI1 and PADI3 regulates glycolysis and cancer cell proliferation" (2021).

How the data were processed

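501Mel melanoma cells were transfected with siRNA pools against CHD4 or CHD3 or with a control siRNA and harvested 72 h later. Per the labels, 6 ng of RNA went into a linear cDNA amplification (Ovation RNA-seq V2 kit), and 8 PCR cycles amplified the sequencing libraries. The series holds 12 libraries in 2 tables, 1 for siCHD4 with siCtrl replicates 1 to 3 and 1 for siCHD3 with siCtrl replicates 4 to 6, and the tables share no siCtrl library. All per-sample columns could be assigned to a sample. The siCHD4 table has 57773 rows, of which 31911 are genes with counts. The siCHD3 table has 57778 rows, of which 33154 are genes with counts and 5 name no gene.

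The submitters' processing notes name CASAVA 1.8.2, cutadapt 1.10, Bowtie2 2.2.8 and 2.1.0, TopHat2 2.0.10, HTSeq and DESeq2 without their roles, and the build hg19. The annotation release, the filters and the strand of counting are not given in the sources used here. The authors deposited raw read counts per Ensembl gene, and these counts are the basis of every test here. The authors also deposited normalized signal, which was checked to be the counts divided by 1 size factor per library, and the same signal divided by gene length in kb. The authors' log2 fold changes, p-values and adjusted p-values of each comparison were deposited in the same tables. Of these columns, the fold changes and adjusted p-values were used only to count genes, and the normalized signals were not used for tests. In the siCHD4 table, 1058 genes have a deposited fold change but no counts, and these were not tested. The authors' deposited table lists 1020 genes with counts higher and 364 lower after siCHD4 at an adjusted p under 0.05 and an absolute log2 fold change over 1, and 522 higher and 481 lower after siCHD3. Of the genes called here, 798 of the higher and 250 of the lower after siCHD4 are in the authors' deposited table, and 505 and 448 after siCHD3.

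Gene coordinates and types came from GENCODE v44lift37 on GRCh37, in which 96.5% of the gene IDs with counts of the siCHD4 table and 96.2% of those of the siCHD3 table were found. SPON1, CCL18 and PADI6 were not found and have no coordinates here. Of 201 named genes checked, 18 share over 20% of their exon bases with another annotated gene, which makes their counts uncertain. For ACTA2, B4GALNT1, CA9, DNAAF3, ENHO, FAM84B, HMGCS1, IL24, NGFR, PAX8 and PLAU the other gene lies on the opposite strand. There the counts depend on the strand of counting, which is not stated. For ANG, ASNS, CHD4, DDX58 and IRF9 it lies on the same strand. There the counts depend on the annotation release used for counting, which is not given. TAGLN shares exon bases on both strands.

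Each silencing was compared with the siCtrl libraries of its own table. Genes were kept with filterByExpr, scaled by TMM and tested with the edgeR 4.0.16 quasi-likelihood test (glmQLFit robust, default prior count). P-values were adjusted by Benjamini-Hochberg over all genes tested. A prior count of 2 was used only for log2 CPM. A gene was called higher or lower at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the study. TMM factors ranged from 0.816 (siCtrl replicate 3) to 1.07 in the siCHD4 table and from 0.97 to 1.04 in the siCHD3 table. The biological coefficient of variation was 0.29 in the siCHD4 table, 0.178 in the siCHD3 table and 0.242 over the 12 libraries. The difference of the responses was tested as an interaction over the 12 libraries, each silencing against its own siCtrl, so that a constant difference between the tables cancels. Ratios of counts carry exact 95% intervals, and a group at 0 counts was given a floor of 3 counts.

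The 38 gene lists, the groups, the tests and the rule for named genes were fixed before the data were examined. The lists were written after the study's text had been read, so their themes are not fully independent of it. Lists with 5 or more tested members were tested with camera (limma 3.58.1) on log2 CPM with an inter-gene correlation preset at 0.01, adjusted over the lists. Camera with an estimated correlation and fry were run beside it. Named genes were CHD3, CHD4 and the PADI family, the 8 genes the study measured by RT-qPCR, and the 10 genes per direction with the largest log2 fold changes. These 10 had to be called and carry a symbol other than a clone name, have every silenced library on the same side of every siCtrl library, and reach a mean normalized count of 50 in the group where they were higher. From each list described, up to 4 called members with the smallest adjusted p were named, plus members the study's text names. A few members that this rule would name are not reported here. For the difference of the responses, 5 genes per direction were named by the same rule.

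On simulated counts with 50 genes changed at each fold, the siCHD4 fit over 17018 genes recovered 0% of genes at 1.5-fold, 0% at 2-fold, 74% at 4-fold and 94% at 8-fold, with 4 unchanged genes called. The siCHD3 fit over 16115 genes recovered 2%, 40%, 92% and 100%, with 9 unchanged genes called. The test of the difference over 17357 genes recovered 59.5% of 200 genes at 4-fold, with 5 unchanged genes called. In the simulation, small changes after siCHD4 were therefore mostly not detected. It changed fewer genes than passed in the data and drew each gene independently, without a bias shared by genes. Rates of recovery and of false calls may therefore differ in the data.

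The alternatives were DESeq2 1.42.0, limma-voom, RLE size factors, library size alone, stricter and no count filters, glmTreat, adjusted p alone, all 12 libraries in 1 fit, the replicate number as a block, fry, an estimated correlation, and leaving out each library in turn. Alternatives chosen after seeing the data were an offset for the GC content of transcripts, limma-voom with library quality weights, shrunken DESeq2 fold changes, lists without genes the study picked from these libraries, and libraries thinned to 1 total count. Calculations ran in R 4.3.3 and Python 3.11.15 (pandas 2.3.3, numpy 2.4.6), and figures were drawn with matplotlib 3.10.9.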

Results

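RNA-seq measured gene expression in 501Mel cells, a human melanoma line, harvested 72 h after transfection with siRNA against CHD4 (siCHD4), siRNA against CHD3 (siCHD3) or a control siRNA (siCtrl). CHD3 and CHD4 are ATP-dependent helicase subunits of the NuRD complex, which couples nucleosome remodelling to histone deacetylation. The 12 libraries form 4 groups of 3. siCtrl replicates 1 to 3 stand in 1 table with siCHD4 replicates 1 to 3, and siCtrl replicates 4 to 6 stand in the other with siCHD3 replicates 1 to 3. Total counts were 94946401, 71051875 and 44966728 in siCtrl replicates 1 to 3 and 83224939, 82294000 and 102005319 in siCHD4 replicates 1 to 3. They were 38573214, 49903299 and 39447902 in siCtrl replicates 4 to 6 and 43579071, 42638568 and 57219281 in siCHD3 replicates 1 to 3. The study speaks of biological replicates, but neither it nor the sample labels say whether these libraries came from separate cultures. If they did not, the p-values measure only the spread between the libraries, which may be technical. Values below are mean ± SD over 3 libraries in CPM (counts scaled by the library total and TMM factor), and log2 fold changes carry ± their standard error. Ratios of counts carry a 95% interval, which covers counting error only.

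The first question was what CHD4 silencing did to the silenced gene and to PADI1 and PADI3, the peptidylarginine deiminase genes at the centre of the study. These neighbouring genes encode enzymes that convert arginine to citrulline in proteins. CHD4 mRNA fell in every siCHD4 library, while PADI1 and PADI3 rose from a near-silent state. CHD4 (ENSG00000111642, GRCh37 chromosome 12, 6679248 to 6723690, minus strand) measured 568, 488 and 591 CPM in the siCtrl libraries and 79.6, 58.6 and 63.3 CPM in the siCHD4 libraries. It fell from 549 ± 53.8 to 67.2 ± 11 CPM, to 12.2% of siCtrl, with a log2 fold change of -3.03 ± 0.22 (edgeR adjusted p = 0.000724). CHD3 (ENSG00000170004, chromosome 17, 7788114 to 7816078, plus strand) stood at 115 ± 18.3 CPM in siCtrl and 156 ± 13.8 CPM in siCHD4, with a log2 fold change of 0.44 ± 0.20 that did not pass the test (edgeR adjusted p = 0.259; 0.0034 without siCtrl replicate 3, at a log2 fold change of 0.60).

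PADI3 (ENSG00000142619, chromosome 1, 17575593 to 17610728, plus strand) had 1, 2 and 1 counts in the siCtrl libraries and 336, 307 and 426 counts in the siCHD4 libraries. It rose to 3.80 ± 0.204 CPM, a ratio of 198 (95% interval 77.0 to 727) and a log2 fold change of 7.5 ± 0.35 (edgeR adjusted p = 0.000248). PADI1 (ENSG00000142623, chromosome 1, 17531623 to 17572502, plus strand) had 18, 17 and 17 counts in siCtrl and 294, 265 and 401 in siCHD4. PADI1 rose from 0.292 ± 0.149 to 3.4 ± 0.324 CPM, a ratio of 13.7 (95% interval 10.3 to 18.4), with a log2 fold change of 3.63 ± 0.36 (edgeR adjusted p = 0.00212). PADI2, PADI4 and PADI6, the other members of the family, had too few counts to be tested. PADI2 had 56 counts over the siCtrl libraries, 46 of them in siCtrl replicate 2, and 27 over the siCHD4 libraries, a ratio of 0.357 (95% interval 0.217 to 0.574). The other siCtrl libraries had 2 and 8 counts, so this ratio rests on siCtrl replicate 2. Without siCtrl replicate 1, PADI2 was tested and passed as lower (log2 fold change -2.16, edgeR adjusted p = 0.0483), with siCtrl replicate 2 still among the siCtrl libraries. PADI4 had 11 and 8 counts, a ratio of 0.538 (95% interval 0.188 to 1.47). PADI6 had 0 counts in siCtrl and 9 in siCHD4, split as 5, 4 and 0, at least 2.22-fold higher against a floor of 3 counts over the group but only 1.46-fold at the lower 95% limit of the ratio.

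**Figure D1:**
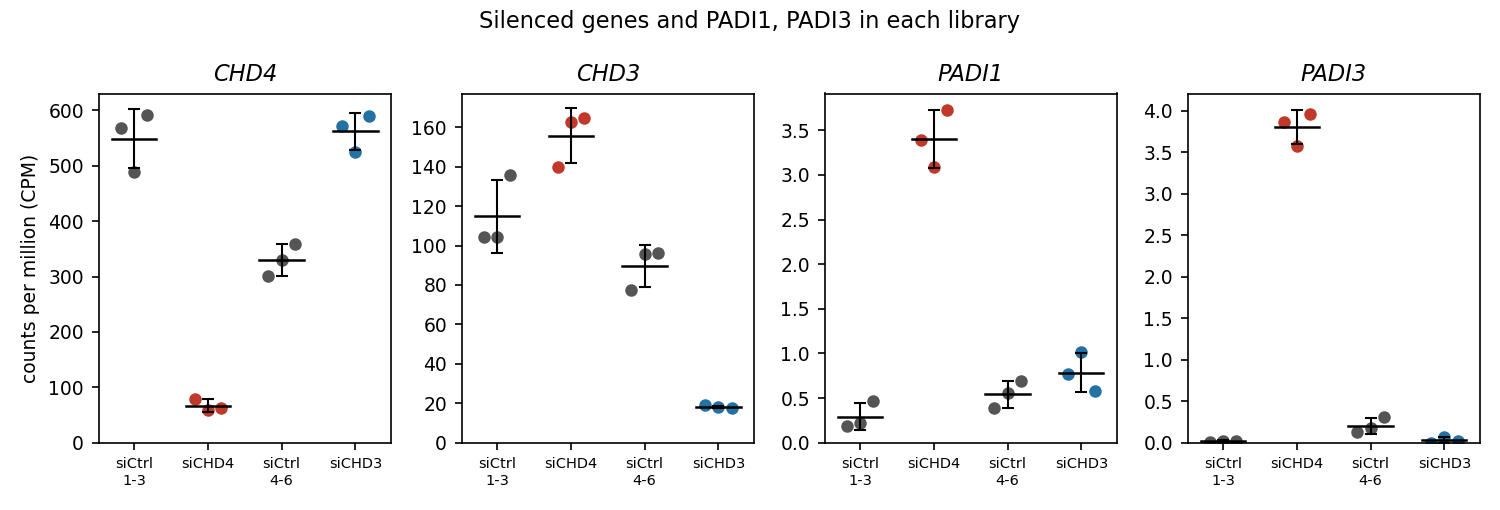
CPM of CHD4, CHD3, PADI1 and PADI3 in each library (points), with the mean (line) and SD (bar) of each group of 3 libraries. CHD4 fell to 12.2% of siCtrl after siCHD4 and CHD3 to 20.3% after siCHD3, and PADI1 and PADI3 rose after siCHD4.

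The RT-qPCR genes of the study each passed the test after CHD4 silencing. They were chosen on these samples, so they are not independent evidence. RAC2, a GTPase of blood cells, had 5 counts in siCtrl and 379 in siCHD4 and rose with a log2 fold change of 5.71 ± 0.38 (edgeR adjusted p = 0.000655). The desmosomal plaque gene PKP1 had 2 counts in siCtrl and 124 in siCHD4, a ratio of 45.9 (95% interval 12.4 to 383; edgeR adjusted p = 0.00578). THY1, a cell-surface glycoprotein, rose with a log2 fold change of 4.35 ± 0.54 (edgeR adjusted p = 0.00464). CNTFR, a receptor of ciliary neurotrophic factor, rose with a log2 fold change of 3.49 ± 0.50 and the retinol carrier gene RBP4 with 3.30 ± 0.48 (both edgeR adjusted p = 0.00806). ARHGAP44 fell with a log2 fold change of -3.76 ± 0.38 (edgeR adjusted p = 0.00223), the microtubule gene MAP2 with -2.27 ± 0.27 (edgeR adjusted p = 0.00388) and the protease inhibitor gene SERPINB2 with -1.93 ± 0.31 (edgeR adjusted p = 0.0108). The calls of 3 of these genes were lost in some fits that left out 1 library. CNTFR was lost without siCtrl replicate 2 or siCHD4 replicate 1 (adjusted p up to 0.0567), RBP4 without siCHD4 replicate 1 (0.0591), and SERPINB2 without siCtrl replicate 2 or siCHD4 replicate 1 or 2 (up to 0.075). MITF and SOX10, the transcription factors of the melanocyte lineage, did not pass the test. Their log2 fold changes were 0.11 (edgeR adjusted p = 0.884) and -0.83 (edgeR adjusted p = 0.318). PKM, which encodes the pyruvate kinase that the study follows, had a log2 fold change of -0.57 (edgeR adjusted p = 0.434). siCtrl replicate 3 carried much of the fall in SOX10, which stood there at 1949 CPM against 573 and 736 CPM in siCtrl replicates 1 and 2. Without that library the log2 fold changes were -0.08 for SOX10, -0.18 for MITF and 0.06 for PKM. That of CNTFR, which stood there at 2.29 CPM against 0.602 and 0.777 CPM in siCtrl replicates 1 and 2, became 4.28.

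The genes with the largest rises after CHD4 silencing included genes named for germ cells, blood cells and muscle. SOHLH1, a transcription factor of germ cells, rose with a log2 fold change of 6.52 ± 0.43, the extracellular matrix gene SPON1 with 6.48 ± 0.43 and ARHGAP30, a gene of blood cells, with 6.33 ± 0.42 (each edgeR adjusted p = 0.000655). ITGAD, a leukocyte integrin subunit, rose with 6.34 ± 0.60 (edgeR adjusted p = 0.0019), IP6K3, an inositol hexakisphosphate kinase, with 6.14 ± 0.48 (edgeR adjusted p = 0.00103) and SRL, a calcium-binding protein of the muscle sarcoplasmic reticulum, with 5.99 ± 0.50 (edgeR adjusted p = 0.00129). AMHR2, the receptor of anti-Müllerian hormone, rose with a log2 fold change of 5.81 ± 0.38 (edgeR adjusted p = 0.000655). CPNE6, a calcium-dependent membrane-binding protein of the brain, had 1 count in siCtrl and 295 in siCHD4, a ratio of 218 (95% interval 38.9 to 8649; edgeR adjusted p = 0.00129). KCNJ12, a potassium channel gene with a near-identical paralogue that makes its counts uncertain, had 3 and 282 counts, a ratio of 69.6 (95% interval 23.6 to 339; edgeR adjusted p = 0.00223). PADI3 completed the 10 named genes with the largest rises. The size of some rises depended on single siCtrl libraries. Leaving out 1 of them gave log2 fold changes from 6.87 to 9.38 for CPNE6, from 5.68 to 7.1 for ITGAD and from 5.75 to 6.94 for IP6K3. Beside ARHGAP44 and CHD4, the 10 genes with the largest falls were KIAA0319 (-3.41 ± 0.39, edgeR adjusted p = 0.00348), the presynaptic scaffold gene BSN (-3.32 ± 0.37, 0.00334), the ganglioside synthase gene B4GALNT1 (-3.18 ± 0.28, 0.00149), TPBGL (-3.13 ± 0.37, 0.00388), the ribonuclease gene ANG (-3.01 ± 0.31, 0.00238), the collagen-binding integrin gene ITGA11 (-2.79 ± 0.35, 0.00511), the dynein assembly gene DNAAF3 (-2.73 ± 0.38, 0.00718) and ENHO (-2.71 ± 0.47, 0.0142). The call of DNAAF3 was lost without siCHD4 replicate 1 (adjusted p = 0.0592), and that of ENHO without siCtrl replicate 2 or any 1 siCHD4 library (up to 0.0973).

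Immune cell genes were the list with the smallest camera adjusted p after CHD4 silencing. Of its 30 members, 17 had enough counts to be tested, against 9 in the siCHD3 table. A gene near silent in siCtrl passes the count filter mainly where silencing raised it. The filter therefore partly sets the share of risers and the set test, also for the muscle (18 of 42 tested) and endothelial (10 of 17) lists below. Of the 17 members tested, 15 had a positive log2 fold change with a median of 2.35, and 10 rose (13 when adjusted over the list alone). The list passed the test as a set (camera adjusted p = 3.21e-11; adjusted p = 0.314 with an estimated correlation). Beside ARHGAP30 and RAC2, the members with the smallest adjusted p were ITGAX, the CD11c integrin of myeloid cells (3.28 ± 0.25, edgeR adjusted p = 0.00082), and GNLY, the granulysin of cytotoxic lymphocytes (3.51 ± 0.39, 0.00321). RAC2 had been picked by the study, and without such genes the list still passed (camera adjusted p = 2.56e-08). Fewer members rose without siCtrl replicate 2 or siCHD4 replicate 1 (6 in each case).

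Some genes of calcium and cation transport and of striated muscle rose as well. Neuronal genes did not pass as a set (camera adjusted p = 0.924), with 3 higher and 3 lower of 23 tested. Without siCtrl replicate 2 or any 1 siCHD4 library, 0 neuronal genes were higher and 1 lower. They were 6 and 2 without siCtrl replicate 3, and 6 and 4 with an offset for the GC content of transcripts. Here and below, members named only to complete a count of 5 or fewer were chosen after their values were seen. Of the 29 calcium and cation transport genes tested, 10 rose and 1, CACNB3, fell (13 and 1 adjusted over the list alone), and the list passed the test (camera adjusted p = 0.013; adjusted p = 0.467 with an estimated correlation). KCNJ10, an inward rectifier potassium channel, rose with a log2 fold change of 2.90 ± 0.20 (edgeR adjusted p = 0.000655) and ATP2B3, a plasma membrane calcium pump, with 3.88 ± 0.39 (0.00229). KCNJ4 rose with 3.27 ± 0.45 (edgeR adjusted p = 0.00669; lost without siCtrl replicate 2 or siCHD4 replicate 1, up to 0.0543) and the ryanodine receptor gene RYR2 with 2.1 ± 0.29 (0.0069). Among 18 striated muscle genes tested, 5 rose (7 adjusted over the list alone), led by MYOZ1, a calcineurin-binding protein of the sarcomere (3.70 ± 0.33, edgeR adjusted p = 0.00145), and RYR2. RYR1 (3.21 ± 0.51, 0.0106), SMPX (3.06 ± 0.60, 0.023) and DES (2.68 ± 0.57, 0.0312) also rose in this list (camera adjusted p = 0.0283; adjusted p = 0.365 with an estimated correlation). RYR1 was lost without siCtrl replicate 2 or siCHD4 replicate 1 or 2 (up to 0.0667), and SMPX without any 1 of the 6 libraries but siCtrl replicate 3 (up to 0.119). DES was lost without siCtrl replicate 1 or 2 or siCHD4 replicate 1 or 2 (up to 0.146). The cation transport list was lost without siCtrl replicate 1 (camera adjusted p = 0.104) and the muscle list without siCtrl replicate 1 or 2 or siCHD4 replicate 1 (up to 0.432) or with an offset for the GC content of transcripts (0.107). CACNB3 was lost in 5 of the 6 leave-one-out fits (up to 0.232), all but that without siCtrl replicate 1. Fewer cation transport genes rose without siCtrl replicate 2 (3), siCHD4 replicate 1 (3) or siCHD4 replicate 2 (5). Of the muscle genes, 2 rose without siCtrl replicate 2 or siCHD4 replicate 1 or 2, and 9 without siCtrl replicate 3.

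Some endothelial genes and some receptors of cytokines and growth factors rose as well. Of 10 endothelial genes tested, 5 rose (5 adjusted over the list alone; camera adjusted p = 0.013; adjusted p = 0.364 with an estimated correlation). KDR, the VEGF receptor of endothelial cells, rose with a log2 fold change of 3.38 ± 0.36 (edgeR adjusted p = 0.00269) and MMRN2, an endothelial matrix protein, with 2.78 ± 0.36 (0.00544). VWF, the von Willebrand factor (2.73 ± 0.46, edgeR adjusted p = 0.0133), the receptor gene TIE1 (3.19 ± 0.54, 0.0139) and the cadherin gene CDH5 (2.17 ± 0.39, 0.0167) rose too, but each was lost without siCtrl replicate 2 or any 1 siCHD4 library (up to 0.073, 0.0937 and 0.0866), which left 2 endothelial genes higher. Of 32 receptor genes tested, 9 rose and 1, IL4R, fell (10 and 1 adjusted over the list alone; camera adjusted p = 0.0232; adjusted p = 0.364 with an estimated correlation). The prolactin receptor gene PRLR rose with 3.17 ± 0.31 (edgeR adjusted p = 0.00201), CSF2RA, a GM-CSF receptor gene with copies on X and Y, with 2 ± 0.22 (0.00269) and the macrophage receptor gene CSF1R with 2.91 ± 0.38 (0.00555), beside KDR and CNTFR. IL4R was lost in 5 of the 6 leave-one-out fits (up to 0.173), all but that without siCtrl replicate 1. Without siCtrl replicate 2 or siCHD4 replicate 1, 5 receptor genes rose. The endothelial list was lost without siCtrl replicate 1 (camera adjusted p = 0.0886) and the receptor list without siCtrl replicate 1 or 3 (up to 0.104) or with the GC offset (0.0558). Without the genes the study had picked, CNTFR among them, the receptor list no longer passed (camera adjusted p = 0.0501).

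**Figure D2:**
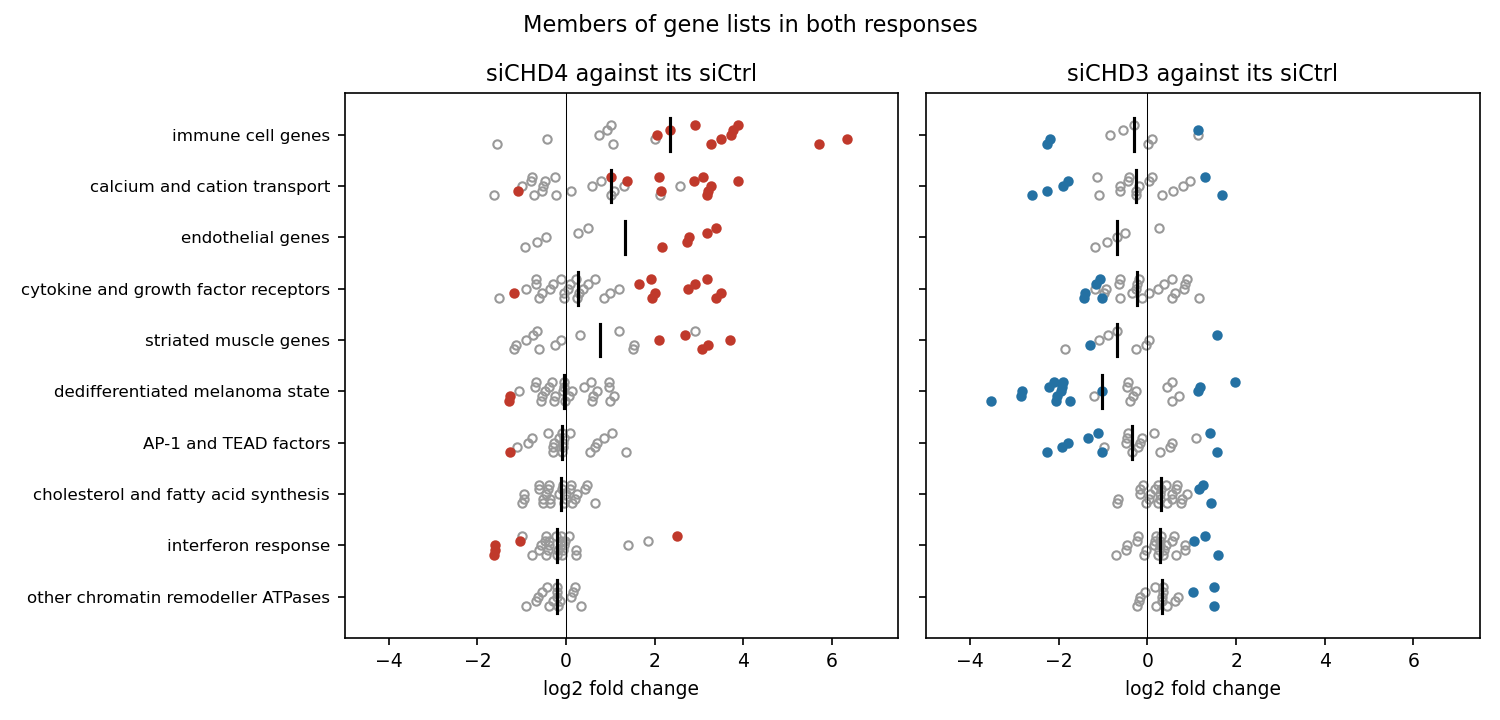
Log2 fold change of each tested member (points, filled where the gene passed the thresholds) of 10 gene lists after siCHD4 and after siCHD3, with the median of each list as a bar. The immune cell list passed as higher after siCHD4 (camera adjusted p = 3.21e-11, and 0.314 with an estimated correlation). The dedifferentiated melanoma list passed as lower after siCHD3 (camera adjusted p = 0.0063, and 0.802 with an estimated correlation).

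Polycomb-associated developmental regulators and ribosomal protein genes moved the other way as sets after CHD4 silencing. Of 36 developmental regulators tested, 26 had a negative log2 fold change (camera adjusted p = 0.0232; adjusted p = 0.452 with an estimated correlation), and DLX2, a homeobox gene, fell by 1.17 on the log2 scale (edgeR adjusted p = 0.0358; not past the threshold when adjusted over the list alone). The call of DLX2 was lost in leave-one-out fits (adjusted p up to 0.198), and that of the list without siCtrl replicate 3 (camera adjusted p = 0.0752) or with the GC offset (0.113). Of 44 ribosomal protein genes, 41 had a negative log2 fold change, with a median of -0.34 (camera adjusted p = 0.0342; adjusted p = 0.913 with an estimated correlation). That list was lost without siCHD4 replicate 2 or 3 (camera adjusted p up to 0.138) or with the GC offset (0.15) and turned its direction without siCtrl replicate 3 (0.807), the library in which these genes took the largest share of the counts, 6.59%. The other 29 lists tested did not pass (camera adjusted p from 0.0541 to 0.924). Single members of them changed nonetheless, among them the epidermal periplakin gene PPL (4.93 ± 0.43, edgeR adjusted p = 0.0014), the collagen VI gene COL6A3 (3.73 ± 0.23, 0.000655), the carbonic anhydrase gene CA12 (3.55 ± 0.24, 0.000655), the cancer-testis gene MAGEC2 (2.12 ± 0.24, 0.00317), the antiviral gene OAS2 (2.51 ± 0.27, 0.00269) and CHD5 (2.47 ± 0.29, 0.00352), a paralogue of CHD4 in the NuRD list. OAS2 was the only riser of the 30 interferon response genes tested, of which 4 fell: IFI44 (-1.64 ± 0.24, edgeR adjusted p = 0.00838), OAS1 (-1.03 ± 0.22, 0.0297), IFIT2 (-1.60 ± 0.34, 0.0309) and IRF9 (-1.61 ± 0.39, 0.0494). Each of the 4 was lost without siCtrl replicate 2 or any 1 siCHD4 library (up to 0.217), and OAS1 also without siCtrl replicate 3. Genes of glycolysis, the pathway the study follows, did not pass as a set (camera adjusted p = 0.187).

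The coding genes within 500000 bp of PADI1 and PADI3 were examined to see how far the rise extended. Of the 10 tested, PADI1 and PADI3 rose. The others, among them CROCC, SDHB, RCC2 and ARHGEF10L, did not pass the thresholds. A list of genes at this locus fixed beforehand, with 8 tested members, passed as a set (camera adjusted p = 0.013; adjusted p = 0.5 with an estimated correlation). It did not pass without siCtrl replicate 1 (0.281) or without the genes the study had picked (0.445), so it is not independent evidence beyond PADI1 and PADI3 themselves. Without siCtrl replicate 3 or with the GC offset, 3 members of this list rose, against 2 in the main fit, so another member passed beside PADI1 and PADI3.

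**Figure D3:**
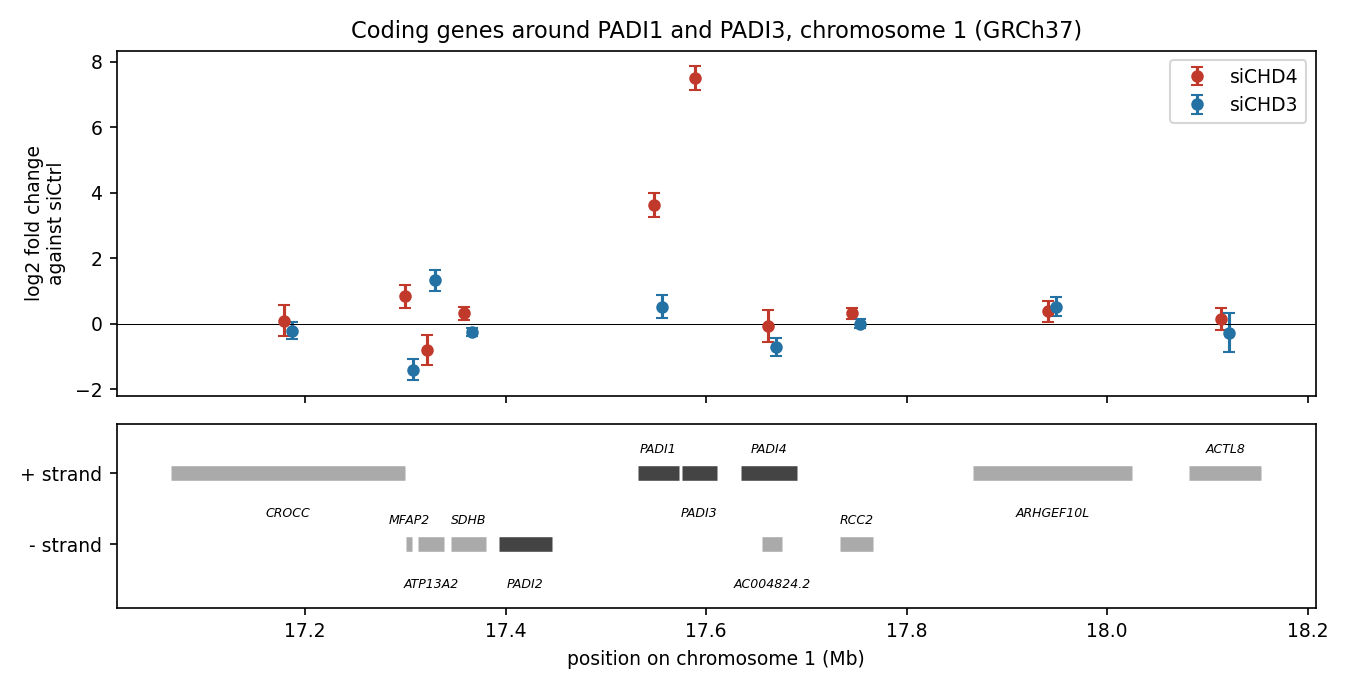
Log2 fold change (points) with the standard error derived from the F statistic (bars) of coding genes around PADI1 and PADI3 after siCHD4 and siCHD3. Below is a map of their positions on chromosome 1 (GRCh37, Mb) by strand. PADI1 (3.63) and PADI3 (7.5) rose after siCHD4, and MFAP2 (-1.40) and ATP13A2 (1.33) passed the thresholds after siCHD3. Without siCtrl replicate 5, 0 genes of the locus list were higher after siCHD3, against 1 in the main fit.

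Over the whole table, 817 of 17018 genes tested rose and 280 fell after CHD4 silencing, so that 74.5% of the changed genes were higher. Every siCHD4 library lay on the same side of every siCtrl library for each of these genes, as it did for 31.3% of all tested genes, where chance gives 10%. The higher genes were mostly near silent in siCtrl: 622 of them (76.1%) lay under 1 CPM there, against 27.8% of all tested genes and 33 of the lower genes (11.8%). Their median level was 0.244 CPM in siCtrl and 1.12 CPM in siCHD4, while the lower genes had medians of 6.98 and 2.45 CPM. Long non-coding RNA genes made up 203 of the higher and 20 of the lower genes. siCtrl replicate 3 stood apart from siCtrl replicates 1 and 2, with 10033 genes at 0 counts against a mean of 6720 in the other siCtrl libraries, and its deviation from their mean followed the GC content of transcripts (Spearman correlation 0.828 over 11194 genes). The counts of changed genes shifted when 1 library was left out. Without siCtrl replicate 2 or any 1 siCHD4 library, 232 to 340 genes rose and 29 to 52 fell. Without siCHD4 replicate 1, 2 or 3, 232 of 232, 299 of 300 and 340 of 340 risers were among the 817. Losses of calls without a siCHD4 library may therefore reflect fewer libraries rather than a particular one, which was not tested. Without siCtrl replicate 3, 1551 rose and 479 fell, and without siCtrl replicate 1, 848 rose and 536 fell. Scaling by library size alone moved the median log2 fold change of all genes from -0.06 to 0.06.

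**Figure D4:**
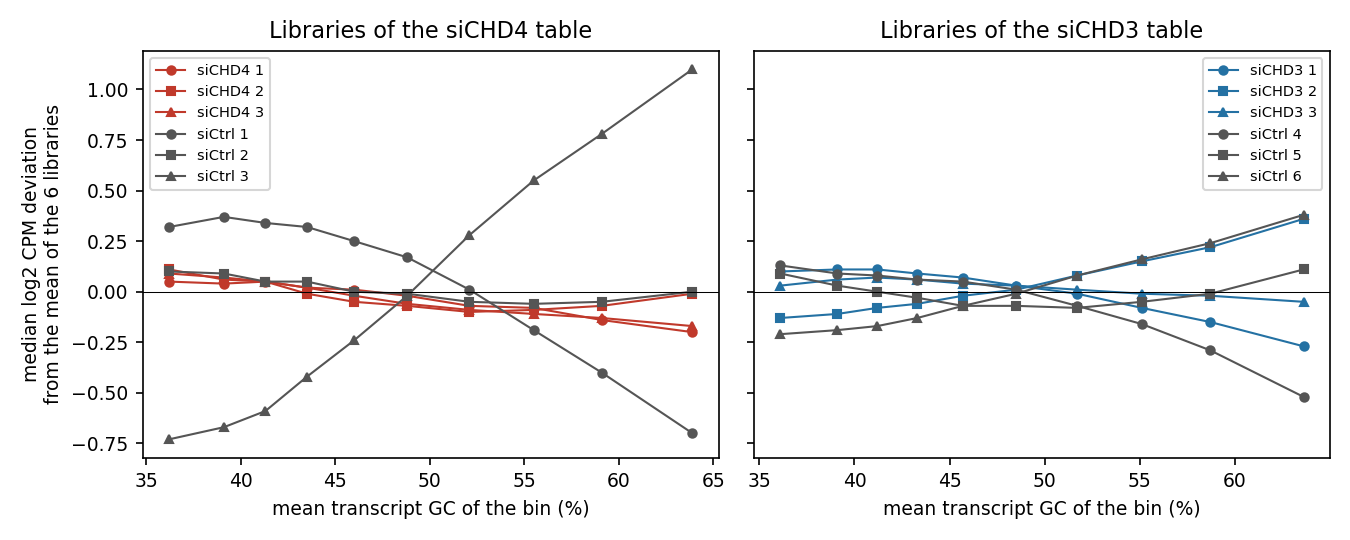
Median log2 deviation of each library from the mean of its table's 6 libraries (points joined by lines) in bins of genes by mean transcript GC content (%), for the siCHD4 and siCHD3 tables. siCtrl replicate 3 departed most from the other libraries of its table, and its deviation rose with GC content (Spearman correlation 0.632 over 16595 genes), while that of siCtrl replicate 1 fell (-0.582).

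CHD3 silencing was compared with siCtrl replicates 4 to 6 to see whether the other helicase controls the same genes. CHD3 mRNA fell in every siCHD3 library, and AXL, CTGF and IL8, genes of the dedifferentiated melanoma state, fell as well. PADI1 did not pass the test, and PADI3 stayed near silent. CHD3 measured 77.4, 95.5 and 96.4 CPM in the siCtrl libraries and 18.9, 18.1 and 17.7 CPM in the siCHD3 libraries. It fell from 89.7 ± 10.7 to 18.2 ± 0.61 CPM, to 20.3% of siCtrl, with a log2 fold change of -2.30 ± 0.15 (edgeR adjusted p = 2.75e-06). CHD4 was higher, at 562 ± 33.0 CPM against 330 ± 29.3 CPM in siCtrl, a log2 fold change of 0.77 ± 0.13 that stayed under the fold threshold (edgeR adjusted p = 0.00132). Scaled over all 12 libraries, CHD4 stood at 533 CPM in siCHD3, 311 CPM in siCtrl replicates 4 to 6 and 577 CPM in siCtrl replicates 1 to 3. The rise therefore holds only against siCtrl replicates 4 to 6.

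PADI1 stood at 0.544 CPM in siCtrl and 0.786 CPM in siCHD3 (log2 fold change 0.52 ± 0.35, edgeR adjusted p = 0.334). PADI3 had too few counts to pass the count filter, with 5, 9 and 12 counts in siCtrl and 0, 3 and 1 in siCHD3, a ratio of 0.142 (95% interval 0.0360 to 0.410). Without the count filter its log2 fold change was -2.67 (edgeR adjusted p = 0.0151). Scaled over all 12 libraries, its siCHD3 level (0.0276 CPM) was close to that of siCtrl replicates 1 to 3 (0.0226 CPM), against 0.191 CPM in siCtrl replicates 4 to 6. The fall therefore holds only against the latter. Of the other family members, PADI2 had 14 and 6 counts, PADI4 3 and 5, and PADI6 2 and 4. SERPINB2 fell with a log2 fold change of -1.94 ± 0.27 (edgeR adjusted p = 0.00082). MAP2, which fell after CHD4 silencing, was higher here with 0.95 ± 0.17 (edgeR adjusted p = 0.00168), under the fold threshold, which it passed without siCtrl replicate 5 (1.08) or siCHD3 replicate 2. CNTFR (-0.62, edgeR adjusted p = 0.19) and ARHGAP44 (-0.21, 0.738) did not pass the test. The other RT-qPCR genes were near silent and not tested: RAC2 had 17 counts in siCtrl and 7 in siCHD3 (ratio 0.380, 95% interval 0.133 to 0.965), THY1 21 and 21, RBP4 20 and 33, and PKP1 0 and 2. MITF (-0.12, edgeR adjusted p = 0.653), SOX10 (0.06, 0.835) and PKM (-0.09, 0.752) did not pass the test.

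Among the genes that fell most after CHD3 silencing were a cytokine, a secreted protease and adhesion genes. The cytokine gene IL11 fell with a log2 fold change of -4.35 ± 0.62 (edgeR adjusted p = 0.00165), PLAU, the urokinase that activates plasminogen, with -3.78 ± 0.54 (0.0012) and ANKRD1, a target gene of YAP and TEAD, with -3.72 ± 0.44 (0.000582). DIRAS3, a small GTPase (-3.54 ± 0.55, edgeR adjusted p = 0.00121), the receptor tyrosine kinase gene AXL (-3.52 ± 0.48, 0.00131) and the keratin-associated gene KRTAP2-3 (-3.49 ± 0.35, 5.02e-05), whose family members are nearly alike and make its counts uncertain, fell as well. They were followed by C10orf54 (-3.21 ± 0.62, edgeR adjusted p = 0.00708), the fibronectin receptor gene ITGA5 (-3.07 ± 0.39, 0.00054), OTOGL (-2.97 ± 0.30, 5.74e-05) and the macrophage growth factor gene CSF1, which fell by 2.95 ± 0.38 on the log2 scale (0.000255). FGFBP2 (3.06 ± 0.18, edgeR adjusted p = 2.61e-06) and CCM2, an adaptor protein of vascular development (3.06 ± 0.25, 2.54e-05), led the rises. SNN (2.81 ± 0.17, edgeR adjusted p = 2.61e-06), the oligodendrocyte myelin gene OMG (2.80 ± 0.26, 3.54e-05), the processed pseudogene TTC3P1 (2.72 ± 0.24, 2.42e-05), whose counts are uncertain because of its parent gene, C11orf96 (2.71 ± 0.29, 0.000174) and the chemokine gene CCL18 (2.65 ± 0.34, 0.000256) came next. FAM84B (2.63 ± 0.24, edgeR adjusted p = 9.25e-05), the membrane complex gene EMC10 (2.47 ± 0.32, 0.000255) and CCDC71L (2.45 ± 0.19, 1.63e-05) completed the 10. Each of these 20 genes passed the test without any 1 of the 6 libraries, but the size of the largest falls depended on the libraries. Leaving out 1 gave log2 fold changes from -5.29 to -3.78 for IL11, from -4.65 to -3.20 for PLAU and from -4.74 to -2.98 for DIRAS3. siCHD3 replicate 3 had the fewest counts of these genes, with 3 for IL11 against 24 and 48 in siCHD3 replicates 1 and 2, 1 for PLAU against 8 and 15, and 1 for DIRAS3 against 4 and 12.

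Genes of the dedifferentiated melanoma state, which marks cells with low lineage factor activity and high invasiveness, formed the list with the most falling members. Of 25 tested, 12 fell and 3 rose (13 and 3 adjusted over the list alone), and the list passed (camera adjusted p = 0.0063; adjusted p = 0.802 with an estimated correlation). CTGF, a matricellular target of YAP and TEAD, fell with a log2 fold change of -2.1 ± 0.14 and the chemokine gene IL8 with -2.22 ± 0.14 (both edgeR adjusted p = 2.75e-06). The WNT inhibitor gene DKK1 fell with -2.83 ± 0.31 (edgeR adjusted p = 0.000105). SNAI2, a transcription factor of the neural crest, rose with 1.98 ± 0.13 (edgeR adjusted p = 3.84e-06), as did WNT5A (1.19 ± 0.25, 0.005) and IL6 (1.13 ± 0.35, 0.0382), the last lost without any 1 library but siCHD3 replicate 2 (up to 0.142). The list passed without any 1 library (camera adjusted p up to 0.0145). The related AP-1 and TEAD factors did not pass as a set (camera adjusted p = 0.131), although 6 of 21 fell and 2 rose (6 and 3 adjusted over the list alone). EGR3, which the list holds although it is of neither family, fell (-2.28 ± 0.26, edgeR adjusted p = 0.000104), as did FOSB (-1.80 ± 0.22, 0.000181). JUND (1.40 ± 0.22, 0.000925) and BATF (1.56 ± 0.38, 0.0179; 0.0627 without siCtrl replicate 5) rose. TEAD4 fell by 1.12 ± 0.18 (0.00123), but by 0.97 without siCtrl replicate 6, under the fold threshold. Of these factors, 3 fell without siCtrl replicate 6.

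Some metabolic and chromatin genes rose. Of 26 genes of cholesterol and fatty acid synthesis, 20 had a positive log2 fold change and 3 rose (3 adjusted over the list alone; camera adjusted p = 0.0155; adjusted p = 0.813 with an estimated correlation; 0.107 without siCtrl replicate 4). They were SCD, the stearoyl-CoA desaturase (1.17 ± 0.13, edgeR adjusted p = 8.83e-05), the lanosterol synthase gene LSS (1.26 ± 0.20, 0.00114) and HMGCS1, the HMG-CoA synthase (1.43 ± 0.26, 0.00518). Of 16 other chromatin remodeller ATPases, 3 rose (3 adjusted over the list alone; camera adjusted p = 0.0155; adjusted p = 0.822 with an estimated correlation). CHD8, a related helicase, rose with a log2 fold change of 1.49 ± 0.15 (edgeR adjusted p = 4.01e-05) and SMARCA4, the BRG1 ATPase of SWI/SNF, with 1.51 ± 0.19 (0.000245). The ISWI gene SMARCA1 rose with 1.03 ± 0.17 (edgeR adjusted p = 0.00106), but was lost without siCtrl replicate 6 or siCHD3 replicate 1 or 3 (log2 fold change down to 0.93). The remodeller list was lost without siCtrl replicate 4 or 6 or siCHD3 replicate 3 (camera adjusted p up to 0.0858). All 10 replication-dependent histone genes tested had a positive log2 fold change, with a median of 0.78 (camera adjusted p = 0.0063; adjusted p = 0.802 with an estimated correlation). HIST1H2AC (1.44 ± 0.24, edgeR adjusted p = 0.00126) and HIST1H2BD (1.2 ± 0.28, 0.00958) rose (2 adjusted over the list alone). Reads of these near-identical genes are hard to place, which leaves their counts uncertain.

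Polycomb-associated developmental regulators, which had tended lower after CHD4 silencing, were higher as a set after CHD3 silencing. Of 37 tested, 4 rose and 2 fell (4 and 3 adjusted over the list alone; camera adjusted p = 0.0155; adjusted p = 0.813 with an estimated correlation; 0.106 without siCHD3 replicate 2). The homeobox gene HOXA10 rose with a log2 fold change of 1.87 ± 0.17 (edgeR adjusted p = 2.42e-05), the zinc finger gene ZIC1 with 1.33 ± 0.19 (0.000493), and the homeobox genes IRX3 with 1.17 ± 0.21 (0.00237) and HOXA9 with 1.76 ± 0.43 (0.0123). The lower genes included PAX8 (-1.05 ± 0.31, edgeR adjusted p = 0.0297; lost without siCtrl replicate 5 or 6 or siCHD3 replicate 1, up to 0.124). Of 26 interferon response genes, 3 rose (3 adjusted over the list alone): IFIT2 (1.59 ± 0.28, edgeR adjusted p = 0.00191), the RNA sensor gene DDX58 (1.06 ± 0.20, 0.00278) and OAS1 (1.30 ± 0.29, 0.00656). DDX58 was lost without siCHD3 replicate 1 (log2 fold change 0.98). As a set the interferon genes passed (camera adjusted p = 0.0362; adjusted p = 0.802 with an estimated correlation), but not without any 1 of the 6 libraries (0.0773 to 0.176). Of 40 nucleolar genes that respond to MYC, 33 had a negative log2 fold change, with a median of -0.31 (camera adjusted p = 0.00675; adjusted p = 0.802 with an estimated correlation; 0.0632 without siCtrl replicate 6). The other 29 lists tested did not pass (camera adjusted p from 0.0999 to 0.981). Among their members, the glycolytic enolase gene ENO2 (-1.78 ± 0.14, edgeR adjusted p = 1.63e-05) and the cytokine gene IL24 (-2.38 ± 0.20, 2.08e-05) fell, while the apoptosis gene HRK rose (1.44 ± 0.15, 6.34e-05).

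CHD3 silencing raised 627 of 16115 genes tested and lowered 698, so that 47.3% of the changed genes were higher. The groups did not overlap for 624 of the higher and 693 of the lower genes, and for 37.1% of all tested genes, where chance gives 10%. Of the higher genes, 183 (29.2%) lay under 1 CPM in siCtrl, and of the lower genes 250 (35.8%), against 21% of all tested genes. The median levels were 3.78 CPM in siCtrl and 10.3 CPM in siCHD3 for the higher genes, and 1.65 and 0.546 CPM for the lower. Leaving out any 1 library gave 552 to 655 higher and 540 to 757 lower genes.

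The 2 responses were compared directly to ask which genes depend on CHD4 and CHD3 differently. PADI3 and PADI1, the germ cell gene SOHLH1 and the YAP and TEAD target ANKRD1 responded more positively to CHD4 silencing, and the vascular gene CCM2 more positively to CHD3 silencing. The difference of the log2 fold changes, siCHD4 minus siCHD3, was 10.21 ± 0.79 for PADI3 (edgeR adjusted p = 1.77e-05) and 3.13 ± 0.47 for PADI1 (0.00109). Fitted differences of genes near 0 counts depend on the prior count and are no bounds. ANKRD1 had a difference of 7.5 ± 0.70 (edgeR adjusted p = 5.28e-05), GZMM, a granzyme gene of cytotoxic lymphocytes, 8.46 ± 0.96 (0.000189) and SOHLH1 7.97 ± 1.52 (0.00444; 0.0653 without siCtrl replicate 6). CPNE6 had the difference 9.53 ± 2.67 (edgeR adjusted p = 0.0384), which was lost in 8 of the 12 leave-one-out fits, all but those without siCtrl replicate 1, 3, 5 or 6 (adjusted p up to 1.00, without siCtrl replicate 4). On the other side stood CCM2 (-3.98 ± 0.39, edgeR adjusted p = 6.83e-05), TPBGL (-3.97 ± 0.43, 0.000138), FRG2C (-4.33 ± 0.68, 0.0014), a gene of a multicopy family with uncertain counts, and the motile cilia gene SPEF1 (-5.14 ± 1.03, 0.00582). PHOSPHO1, a phosphatase of bone mineralization, had a difference of -4.47 ± 1.21 (edgeR adjusted p = 0.0275), which was lost without siCHD4 replicate 2 or 3, siCtrl replicate 4 or 6 or siCHD3 replicate 3 (up to 0.121). Some of these genes also stood at different levels in the siCtrl libraries of the 2 tables (CPM of this comparison, scaled over all 12 libraries). CCM2 stood at 23.0 CPM beside siCHD4 and 3.5 CPM beside siCHD3. For SPEF1 the siCtrl libraries stood at 0.776 and 0.014 CPM, but the siCHD4 and siCHD3 libraries at 0.257 and 0.200 CPM. PHOSPHO1 (siCtrl 0.683 and 0.024, silenced 0.104 and 0.102 CPM) and FRG2C (siCtrl 1.27 and 0.054, silenced 0.378 and 0.317 CPM) were alike. Their differences therefore rest largely on the siCtrl libraries. After siCHD4 alone SPEF1 did not pass the test (-1.57, edgeR adjusted p = 0.108). ANKRD1 stood at 0.367 CPM beside siCHD4, where it rose to 5.38 CPM, and at 7.95 CPM beside siCHD3, where it fell to 0.613 CPM.

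Silenced and RT-qPCR genes differed between the responses as well. The difference was -3.79 for CHD4 (edgeR adjusted p = 4.6e-06) and 2.76 for CHD3 (2.7e-05). RAC2 (7.04, edgeR adjusted p = 0.000202), THY1 (4.42, 0.00499) and CNTFR (4.13, 0.000781) responded more positively to CHD4 silencing, and MAP2 (-3.21, 6.98e-05) and ARHGAP44 (-3.54, 0.000688) to CHD3 silencing. Unequal siCtrl levels were seen here too, for RAC2 (0.0262 CPM beside siCHD4, 0.122 CPM beside siCHD3) and MAP2 (26 and 14.1 CPM). For RBP4 (2.66, edgeR adjusted p = 0.053), PKP1 (2.34, 0.891) and SERPINB2 (0.03, 0.978) the difference did not pass the test. RBP4 passed it without siCtrl replicate 3 (0.0198) or siCHD3 replicate 3 (0.0459). Of 17357 genes tested, 1059 responded more positively to CHD4 silencing and 966 to CHD3 silencing, 2025 in all. Leaving out any 1 of the 12 libraries gave 1499 to 2798.

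Genes changed by both silencings moved in opposite directions more often than in the same direction. Over the 15293 genes tested in both tables, 71 rose after siCHD4 and fell after siCHD3, where independent lists would share 18.7 (odds ratio 4.72, Fisher adjusted p = 3.83e-22). A further 29 fell after siCHD4 and rose after siCHD3, against 11 (odds ratio 2.92, 3.94e-06). In the same direction, 35 rose after both, against 18.9 (odds ratio 1.98, 0.000603), and 20 fell after both, against 10.9 (odds ratio 1.93, 0.0113). Fisher's test treats genes as independent and of any expression level. Permuting the siCHD3 calls 10000 times within 50 bins of expression, a check that was made for all but the 71 genes only after the counts were seen, gave higher expected numbers. Their means were 35.7 for the 71 genes (at most 60), 14.5 for the 29, 24.2 for the 35 and 14.9 for the 20. As many shared genes or more came up in 0, 3, 165 and 1056 of the permutations, so at matched expression no excess of genes that fell after both was established. With adjusted p alone as the threshold, 67 genes rose after both, 1.08 times the number for independent lists, and 91 rose after siCHD4 and fell after siCHD3, 2.04 times that number. Of the examples that follow, some were chosen after their values were seen. Genes that rose after siCHD4 and fell after siCHD3 included ANKRD1 (log2 fold changes 3.77 and -3.72, from the unequal siCtrl levels given above). Others were the smooth muscle gene CNN1 (3.88 and -3.49), ATP2B3 (3.88 and -2.61), the urocortin gene UCN2 (3.44 and -2.93), ITGAX (3.28 and -2.20) and the chaperone gene CRYAB (2.31 and -1.89). CNN1 lost its siCHD4 call without siCHD4 replicate 1 (edgeR adjusted p = 0.0625). PTCH1, the receptor of hedgehog ligands, took the other course (-1.79 and 1.14), although its siCHD3 value was 0.98 without siCHD3 replicate 1. ELFN2 (3.77 and 2.49) and CCL18 (2.99 and 2.65) rose after both, and SERPINB2 (-1.93 and -1.94) and KIAA0319 (-3.41 and -1.07; the latter lost without siCtrl replicate 5, edgeR adjusted p = 0.0643) fell after both. Over all genes tested in both, the log2 fold changes were nearly unrelated (Pearson correlation -0.0823, Spearman correlation -0.0329).

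**Figure D5:**
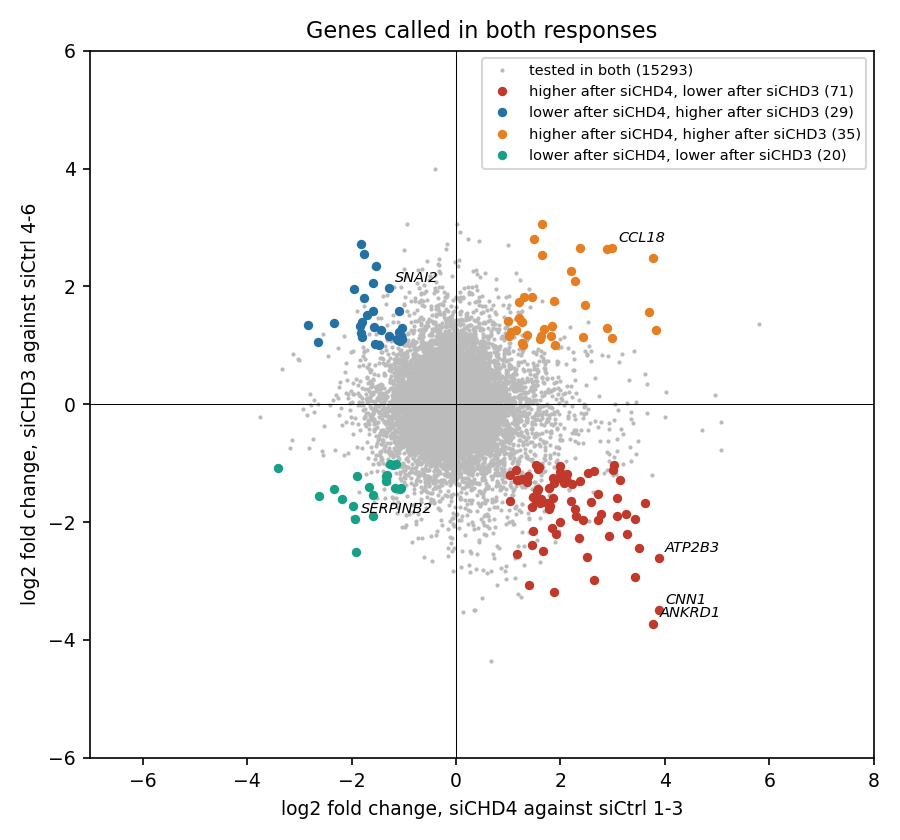
Log2 fold change after siCHD4 against that after siCHD3 for the 15293 genes tested in both tables (grey points), with genes that passed the thresholds in both coloured by direction. The 71 genes higher after siCHD4 and lower after siCHD3 outnumber the 35 higher after both.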

Values the study reported

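With a log2 fold change over 1 in either direction and an adjusted p under 0.05, the study counted more than 1000 genes up-regulated and 364 down-regulated by CHD4 silencing.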

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

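The tests chosen only after the result was seen were those of GC content, of depth for genes above 2 CPM and of a wrong label in siCtrl replicate 3, and those of unexpressed sequence and of immune cells for the near-silent genes. The others, and the explanations they test, were fixed before their results were seen.

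Among 64 measures compared over the 6 siCtrl libraries, 58 of them named genes, 7 had 1 library far from the others by Dixon's ratio, where chance gives about 1 in 20. The 6 libraries come from 2 tables, so a difference between the tables adds to their spread, and CPM in this paragraph are scaled over all 12 libraries. siCtrl replicate 3 held 5 of the 7. It had 10033 genes at 0 counts against a mean of 6720 in the others (ratio 0.761). PKM, which encodes pyruvate kinase M, stood at 7940 against 2440 CPM (0.747), SOX10 at 2010 against 541 CPM (0.735), CNTFR at 2.36 against 0.776 CPM (0.786) and MITF at 272 against 707 CPM (0.657). In siCtrl replicate 2, PADI2 stood at 0.659 against 0.109 CPM (0.681). In siCtrl replicate 1, PKP1 stood at 0.0219 CPM and at 0 in the others (1).

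For siCtrl replicate 3, a smooth curve on transcript GC content explained 70.7% of the variance across genes of its deviation from siCtrl replicates 1 and 2, so GC bias in amplification or sequencing may account for most of it. Lower depth did not account for its genes above 2 CPM, since thinning siCtrl replicate 2 to its total gave 3.42% of its SD. For its genes at 0 counts depth cannot be told apart from other causes, because after thinning siCtrl replicate 1 reached up to 93.7% of its number (mean 93.1%), while the other 4 libraries reached means of only 75.6% to 81%. A wrongly labelled siCHD4 library is argued against by its CHD4 level, 7.43 times that of the highest siCHD4 library. Since replicates of 1 group are compared, the design gives no biological explanation to test.

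The genes higher after siCHD4 were mostly near silent in siCtrl. Deeper sequencing of the siCHD4 libraries is argued against by thinning all 6 libraries to 1 total, after which genes under 1 CPM still gave a median of 10.2 higher calls per lower call (8.21 to 14.0 over 10 thinnings). Reads from unexpressed sequence are argued against by processed pseudogenes under 1 CPM, whose summed CPM was 0.713 times that of siCtrl (0.961 without siCtrl replicate 3). Immune cells in the siCHD4 libraries are argued against by 12 abundant leukocyte transcripts, whose summed CPM fell by 2.03, within the siCtrl SD of 4.26, and without CORO1A, which carried that fall, rose by 0.937 (PTPRC by 0.00406), while ITGAX alone rose by 9.77 CPM. Loss of repression by CHD4 stays open as a biological hypothesis, which these data may fit but do not test.

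Genes higher after siCHD4 were often lower after siCHD3, with ANKRD1, CNN1 and ATP2B3 among the 71. Low expression shared by both sets of genes is argued against by permutations within 50 bins of expression, which gave a mean of 35.7 shared genes, against 18.7 for independent sets, and of which 0 reached 71 (highest 60), a p of 0.01%, the smallest that 10000 permutations can give. GC bias as the whole cause is argued against by the fits with a GC offset, in which shared genes were 3.72 times the number expected of independent sets. More CHD4 after CHD3 silencing cannot be told apart from other causes, because genes higher after siCHD4 had a lower median siCHD3 log2 fold change, as it predicts (-0.128, 95% bootstrap interval -0.233 to -0.041, against -0.003 for all genes), but the interval for genes lower after siCHD4 included that of all genes (0.081, -0.005 to 0.17). CHD4 after siCHD3 (533 CPM, scaled over all 12 libraries) was also no higher than in siCtrl replicates 1 to 3 (577 CPM). Separate roles of CHD3 and CHD4 at these genes stay open as an untested biological explanation.

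Responses to the silencings differed, by the test of the difference itself, for 18 named genes. CHD4 (-3.79) and CHD3 (2.76) were the silenced genes. PADI3 (10.21), CPNE6 (9.53), GZMM (8.46), SOHLH1 (7.97), ANKRD1 (7.5), RAC2 (7.04), THY1 (4.42), CNTFR (4.13) and PADI1 (3.13) responded more positively to siCHD4. SPEF1 (-5.14), PHOSPHO1 (-4.47), FRG2C (-4.33), CCM2 (-3.98), TPBGL (-3.97), ARHGAP44 (-3.54) and MAP2 (-3.21) responded more positively to siCHD3. For SPEF1, PHOSPHO1 and FRG2C the silenced libraries of both tables stood at close levels, so the difference rests largely on unequal siCtrl levels. Part of the difference of PADI3 also rests on them, at 0.0226 CPM beside siCHD4 and 0.191 CPM beside siCHD3. The difference of CPNE6 did not pass without siCtrl replicate 2 or 4, any 1 siCHD4 library or any 1 siCHD3 library (adjusted p up to 1.00), that of SOHLH1 without siCtrl replicate 6 (0.0653), and that of PHOSPHO1 without siCHD4 replicate 2 or 3, siCtrl replicate 4 or 6 or siCHD3 replicate 3 (up to 0.121).

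Some genes of the siCHD4 table have a fold change and an adjusted p but no counts, and so are in no comparison of the report. Of these genes, 15 are higher and 3 are lower past the thresholds in the authors' deposited table.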

How the results depend on the processing

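The GC offset, limma-voom with quality weights, shrunken folds, lists without genes the study picked and thinned libraries were chosen only after the data were seen. For single genes and lists, 3176 values over all alternatives kept their direction and their side of the thresholds, 324 no longer passed, 7 newly passed and 17 reversed. Of counts and other main results, 197 stayed within 1.5 times or their spread and 52 moved. After siCHD4, 817 higher genes became 309 with glmTreat, 500 with the replicate number as a block, 1256 with the GC offset, 1494 with quality weights and 232 to 1551 with each library left out. The 280 lower genes became 479 with DESeq2, 184 with library size alone, 31 with glmTreat, 497 in 1 fit of 12 libraries, 116 with the block, 629 with quality weights and 29 to 536 with each library left out. glmTreat tests against the fold threshold itself, and quality weights gave siCtrl replicate 3 a weight of 0.0968. For the other settings the cause was not tested. Correlations of the libraries showed no pairing of siCtrl and siCHD4 by number (0.0334, 0.0199 and 0.0235, and 0 of 3 siCtrl libraries closest to their own number). They cannot exclude pairing, because each group has 3 libraries and the siCtrl spread followed GC content. No paired analysis was run for siCHD3, since siCtrl replicates 4 to 6 and siCHD3 replicates 1 to 3 share no numbers, nor for the difference or for lists after siCHD3.

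After siCHD3, glmTreat gave 85 higher and 76 lower genes and adjusted p alone 1856 and 1419. Of 6 higher and 2 lower lists after siCHD4, an estimated correlation left 0 and 0, while fry gave 9 higher and 0 lower, library size alone 5 and 1, the GC offset 4 and 1, and leaving out a library 1 to 7 higher and 1 to 3 lower. Of 5 higher and 2 lower lists after siCHD3, an estimated correlation left 0 and 0, while fry gave 3 higher, 2 of them among the 5, and leaving out a library 2 to 4 higher and 1 to 3 lower. The GC offset lost the receptor (0.0558), muscle (0.107), Polycomb (0.113) and ribosomal (0.15) lists after siCHD4, and the MYC list newly passed (0.0477). The ribosomal list ranged from 0.00434 to 0.807 in camera adjusted p and reversed without siCtrl replicate 3. Shared genes, with the number for independent lists, became 67 against 62.1 (higher in both), 69 against 41.4 (lower then higher), 91 against 44.5 (higher then lower) and 45 against 29.7 (lower in both) with adjusted p alone, so that the excess of genes higher in both fell to 1.08 times and that of genes higher then lower from 3.79 to 2.04 times. They were 53 against 27.3, 141 against 37.9 (higher then lower) and 31 against 18.5 with the GC offset. Without siCtrl replicate 3 they were 54 against 34, 137 against 34.4, 46 against 17.8 and 27 against 18. The cause was not tested for these.

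Genes that did not pass the test changed sign in some fits. With a library left out, log2 fold changes after siCHD4 ranged from -0.79 to 0.062 for PKM and from -0.18 to 0.42 for MITF (-0.018 with quality weights). After siCHD3 they ranged from -0.29 to 0.036 for MITF, from -0.083 to 0.22 for SOX10 (-0.0002 with quality weights) and from -0.20 to 0.11 for PKM. For PADI3 after siCHD3, the log2 ratio of summed counts ranged from -4.30 to -2.29. The difference of the responses ranged from -0.042 to 0.52 for MITF, from -0.72 to 0.17 for PKM and from -0.24 to 0.29 for SERPINB2. The cause was not tested. Depth limits genes near 0 counts, whose ratios carry wide counting intervals.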

Other observations

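The tests of neighbouring genes and of the chromosomes were chosen only after the result was seen, and the splits of the libraries were planned. CHD4 silencing raised some genes that are next to each other among the coding genes tested. Beside PADI1 and PADI3, the leukocyte integrin genes ITGAM, ITGAX and ITGAD rose together, as did the receptor genes CSF1R and PDGFRB, and RAC2 with ELFN2. The calls of ITGAM (adjusted p up to 0.148) and PDGFRB (up to 0.125) were lost without siCtrl replicate 2 or any 1 siCHD4 library. These clusters were picked after their values were seen. Of the 558 coding genes that rose, 43 pairs were adjacent among tested coding genes, against a mean of 26.1 and a highest of 42 in 1000 permutations within bins of expression (adjusted p = 0.004, from p = 0.001, the smallest they can give). After CHD3 silencing there were 26 higher pairs against a mean of 23.2 (adjusted p = 0.287). Lower pairs numbered 10 against 4.89 after siCHD4 (0.058) and 19 against 14.2 after siCHD3 (0.169). Among the 43 pairs, 4 have overlapping gene models, whose reads may be shared. Reads may also be shared by pairs of 1 gene family, such as SULT1A2 with SULT1A1 and FCGR2C with FCGR2B. Genes of a pair lay up to 2391800 bp apart (MAGEB6 and IL1RAPL1), so adjacent does not always mean close. Of the 499 coding genes of the X chromosome tested, 42 rose after CHD4 silencing, against a mean of 28.5 in 10000 permutations within bins of expression, which did not pass when adjusted over all chromosomes (adjusted p = 0.0975). Of the 43 pairs, 9 lie on the X chromosome.

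Other members of lists that did not pass as a set changed singly after CHD3 silencing. The apoptosis gene BIK rose (log2 fold change 2.38 ± 0.50, edgeR adjusted p = 0.00505) and MCL1, which protects from apoptosis, fell (-1.09 ± 0.13, 0.000185). Of the hypoxia targets, the vasodilator gene ADM fell (-1.61 ± 0.15, edgeR adjusted p = 3.66e-05). The keratin gene KRT80 fell (-2.83 ± 0.48, 0.00149), as did the pigment cell channel gene TRPM1 (-1.28 ± 0.16, 0.000225). The MAP kinase phosphatase gene DUSP5 fell (-1.35 ± 0.15, 8.04e-05).

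The real grouping was compared with other splits of the same libraries. For siCHD4, the real split gave 1097 genes past both thresholds in edgeR and the highest of the other 9 splits gave 0, so 1 of 10 splits gave as many, and 10 splits are too few for a share under 0.05. For its lists the real split gave 8 and the highest other 6, again 1 of 10. For siCHD3, the real split gave 1325 genes and the highest other 0 (1 of 10), and for lists 7 and 10, with 3 of 10 splits giving as many. For genes whose response differs, 100 of 200 splits were drawn, of which 1, the real one, gave as many as 2025 genes (highest other 450). The remaining splits were not drawn. Splits that mix silenced and siCtrl libraries in a group also widen its spread, which lowers their counts, so chance is not excluded.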
